# Selective control of amino acid metabolism by the GCN2 eIF2 kinase pathway in *Saccharomyces cerevisiae*

**DOI:** 10.1186/1471-2091-11-29

**Published:** 2010-08-04

**Authors:** John M Zaborske, Xiaochen Wu, Ronald C Wek, Tao Pan

## Abstract

**Background:**

When eukaryotic cells are deprived of amino acids, uncharged tRNAs accumulate and activate the conserved GCN2 protein kinase. Activated Gcn2p up-regulates the general amino acid control pathway through phosphorylation of the translational initiation factor eIF2. In *Saccharomyces cerevisiae*, Gcn2p is the only kinase that phosphorylates eIF2 to regulate translation through this mechanism. We addressed changes in yeast growth and tRNA aminoacylation, or charging, during amino acid depletion in the presence and absence of *GCN2*. tRNA charging was measured using a microarray technique which simultaneously measures all cytosolic tRNAs. A fully prototrophic strain, and its isogenic *gcn2*Δ counterpart, were used to study depletion for each of the 20 amino acids, with a focus on Trp, Arg, His and Leu, which are metabolically distinct and together provide a good overview on amino acid metabolism.

**Results:**

While the wild-type strain had no observable phenotype upon depletion for any amino acid, the *gcn2*Δ strain showed slow growth in media devoid of only Trp or Arg. Consistent with the growth phenotypes, profiles of genome-wide tRNA charging revealed significant decrease in cognate tRNA charging only in the *gcn2*Δ strain upon depletion for Trp or Arg. In contrast, there was no change in tRNA charging during His and Leu depletion in either the wild-type or *gcn2*Δ strains, consistent with the null effect on growth during loss of these amino acids. We determined that the growth phenotype of Trp depletion is derived from feedback inhibition of aromatic amino acid biosynthesis. By removing Phe and Tyr from the media in addition to Trp, regular growth was restored and tRNA^Trp ^charging no longer decreased. The growth phenotype of Arg depletion is derived from unbalanced nitrogen metabolism. By supplementing ornithine upon Arg depletion, both growth and tRNA^Arg ^charging were partially restored.

**Conclusion:**

Under mild stress conditions the basal activity of Gcn2p is sufficient to allow for proper adaptation to amino acid depletion. This study highlights the importance of the GCN2 eIF2 kinase pathway for maintaining metabolic homeostasis, contributing to appropriate tRNA charging and growth adaptation in response to culture conditions deficient for the central amino acids, tryptophan and arginine.

## Background

Translational control is a fundamental step in the regulation of gene expression. An important mechanism for regulating eukaryotic translational initiation involves the phosphorylation of the α subunit of the initiation factor eIF2 in response to environmental stresses [1-3]. The eIF2 delivers initiator tRNA to the translation machinery, and phosphorylation of eIF2α (eIF2α-P) reduces it activity by blocking the eIF2-GDP to eIF2-GTP exchange required for each round of translation initiation. The resulting reduction in global translation conserves energy and allows for cells to reprogram gene expression to ameliorate stress damage. Coincident with this global repression of protein synthesis, eIF2α-P elicits preferential translation of selected mRNAs, including the yeast transcriptional activator *GCN4 *which directs transcription of genes involved in the synthesis of amino acids and the salvaging of nutrients (the so-called general amino acid control, GAAC) [1]. In mammals, a related transcription activator, ATF4, is preferentially translated upon increasing eIF2α-P, contributing to the so-called integrated stress response [4-6].

In the yeast *Saccharomyces cerevisiae*, Gcn2p is the only known kinase for eIF2α phosphorylation [1]. Activation of Gcn2p in response to amino acid starvation occurs by Gcn2p binding to an uncharged tRNA through its histidyl-tRNA-synthetase-like domain [1,7-9]. Although uncharged tRNA^His ^is known to activate Gcn2p *in vivo*, other tRNAs can bind to this HisRS-like domain *in vitro *[8]. We have shown recently that *in vivo*, activation of Gcn2p is coincident with enhanced levels of multiple uncharged tRNAs, and the actual uncharged tRNA activator can vary depending on the type of stress [10]. This genome-wide method for measuring tRNA charging uses selective labeling of tRNAs with Cy3 or Cy5 and microarrays spotted with individual probes for each of the yeast tRNAs. Auxotrophic yeast strains were starved for the limiting amino acid, and the charging levels for both the cognate tRNA and some non-cognate tRNAs were decreased. These key results were confirmed by northern analyses, validating the method and the key findings. These results suggest that activation of Gcn2p occurs in response to a complex pattern of changes in tRNA charging upon starvation for amino acids.

In addition to the GAAC, cells use other mechanisms to regulate the activity of various metabolic pathways. For the aromatic amino acid biosynthetic super-pathway, the first step, biosynthesis of 3-deoxy-darabino-heptulosonate-7-phosphate, is under the control of both *GCN4 *and feedback inhibition of metabolites [11]. While *GCN4 *can upregulate the expression of biosynthetic enzymes, the availability of Tyr and Phe can modulate the enzymatic activity of this step. To control arginine metabolism and the urea cycle, cells elicit transcriptional control by Gcn4p, along with monitoring the intracellular concentration of arginine, ornithine and citrulline to fine tune metabolic flux [12,13]. In this study, we investigated the mechanisms by which yeast cells respond to individual amino acid depletion in a *GCN2 *dependent manner by monitoring cell growth and genome-wide tRNA charging levels. Our results reveal a complex relationship between cellular metabolism and *GCN2 *function.

## Results

### GCN2-dependent recovery of cell growth upon amino acid depletion

Yeast can synthesize each of the twenty amino acids. To screen for conditions in which the *GCN2 *pathway is required for prototrophic yeast cells to recover from amino acid depletion, we systematically depleted one amino acid from the medium for each of the 20 amino acids. Yeast cells were first grown to saturation in SC medium supplemented with all 20 amino acids. Cells were then pelleted and resuspended to A_600 _~ 0.1 in the same medium containing all 20 or just 19 amino acids-absent a selected depleted amino acid. Cell growth was monitored in microplates for 24 h (Fig. 1A). To determine the requirement for *GCN2 *during the nutrient shift, growth of a prototrophic strain containing an intact GAAC pathway was compared to an isogenic *gcn2*Δ strain. The wild-type *GCN2 *strain showed no significant growth differences during these drop-out media conditions. By comparison, the *gcn2*Δ strain showed no growth phenotype upon depletion for each of 18 amino acids; however, depletion of tryptophan or arginine showed a strong growth defect. To address whether depletion for Trp or Arg specifically blocked growth during the transition into early-log growth, we depleted these two amino acids in flasks after cells were grown to the mid-logarithmic phase (Fig. 1B). The same growth defect was observed, indicating that *GCN2 *is required in response to depletion for either Trp or Arg in SC medium. Using a GCN4-lacZ reporter, we show that the Gcn2p dependent translational regulation of the GCN4 mRNA is indeed drastically reduced in the *gcn2*Δ strain before and after depletion of Arg (Fig. 1C, [14]).

**Figure 1:**
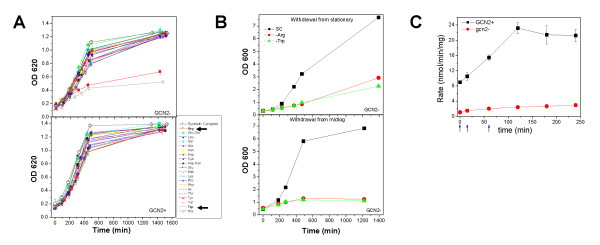
**Yeast growth upon single amino acid depletion shows recovery of Trp and Arg depletion dependent on GCN2**. (A) Systematic depletion of amino acids from growth media in 96 well plates. Arrows indicate slow growth in Arg and Trp in the *gcn2*Δ strain. (B) Recovery of growth in flasks after amino acid depletion. Depletion occurred while cells were in stationary or mid log growth. (C) Measurements of the GCN4-lacZ reporter showed that the Gcn2p-dependent translational regulation of the GCN4 mRNA is significantly reduced in the *gcn2*Δ strain before and after Arg depletion. This result suggests that the level of the GCN4 protein is drastically lower in the *gcn2*Δ strain as expected. Blue arrows indicate time points at which tRNA charging profiles were measured.

### GCN2-dependent tRNA charging effects upon amino acid depletion

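Charging was measured in the prototrophic wild-type strain and the isogenic gcn2Δ strain, which lacks the Gcn2p kinase, on 68 microarrays. Another 3 arrays measured the abundance of tRNA, and of all 71 arrays 32 were of the wild-type and 39 of the gcn2Δ strain. There were 6 depletion experiments: Trp, Arg, His, Leu, Trp/Phe/Tyr together, and Arg with ornithine added. Each strain, medium and time point was represented by 1 culture, which gives 26 depleted cultures and no replicate culture for any condition. A culture here means the cells of 1 strain, medium and time point. The paper's text does not state whether the time points came from separate flasks. They also share a reference, so that cultures of the same strain and medium may not be independent. Most of these cultures were hybridized on a pair of arrays with the dyes exchanged, which was counted as 1 replicate because both arrays carry the same RNA. The arrays hold 41 tRNA probes. The authors deposited a linear ratio for each probe, the charged over total tRNA of the culture relative to the same measure in the reference culture of that experiment, strain and dye orientation. The arrays of the Trp experiment with total tRNA in Cy5 are an exception, since they likely hold the inverse, and for those of the Leu experiment the direction is not settled. The paper's text does not name the scanner or the background correction. The deposited values were scaled by array, since the median over the probes was between 0.995 and 1.01 on each of the 46 arrays of depleted cultures. All 22 charging arrays of reference cultures hold exactly 1 for every probe, so that charging in complete medium was not compared between the strains. From these values, log2 was taken, each array was centred on its median, and the arrays of a culture were averaged, giving a log2 charging change. This change is relative to the other tRNAs of the array and does not give the percentage of a tRNA that is charged. The number of arrays limits its precision. Over 21 dye-swapped pairs, 1 of them an abundance pair, the SD over probes of the difference between the arrays of a pair had a median of 0.31 on the log2 scale.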

Since elevated levels of uncharged tRNAs are central to the activation of Gcn2p and the GAAC, we applied a tRNA microarray method to measure the charging level of all tRNAs simultaneously ([10], Fig. 2). Total charged tRNAs were isolated from cells under mildly acidic conditions to retain the amino acid attached to the 3' end. The total RNA sample was then split into two portions, one half was treated with periodate which only oxidizes the 3' end of uncharged tRNAs - this half measures the amount of charged tRNAs. The other half was treated with buffer only - this half measures the amount of total tRNAs. Both halves were deacylated at alkaline pH, and Cy3 and Cy5 fluorophore containing oligonucleotides were ligated onto only those tRNAs with intact 3' ends using T4 DNA ligase. After labeling, samples with opposite fluorophores (e.g. charged tRNA with Cy5 and total tRNA with Cy3) were combined and hybridized on the same microarray.

**Figure 2:**
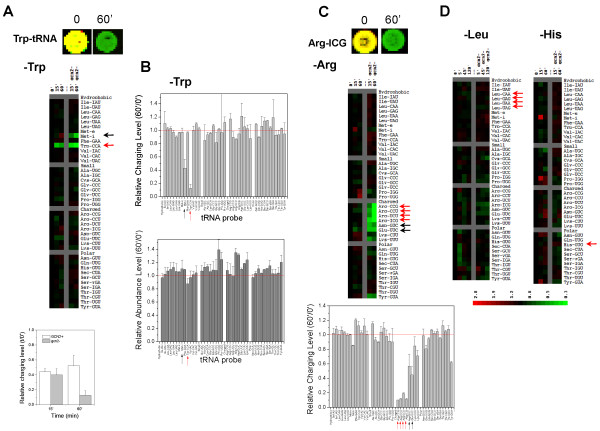
**Changes in tRNA charging profile correlate with growth phenotype**. Cognate tRNAs for the amino acid depleted are indicated by red arrows. Non-cognate tRNAs whose charging also changes significantly are indicated by black arrows. (A) Trp depletion. Top: array spot for the Trp-tRNA probe; Middle: heatmap of the wild-type and isogenic *gcn2*Δ strains; Bottom: histogram of the relative charging level of tRNA^Trp ^before and after Trp depletion. (B) Comparison of the changes in tRNA charging (top) and tRNA abundance (bottom) before and after 60 min of Trp depletion of the *gcn2*Δ strain. Both tRNA^Trp ^and initiator tRNA_i_^Met ^exhibited a large decrease in charging, but not in abundance. (C) Arg depletion. Top: array spot for the Arg-tRNA (anticodon ICG) probe; Middle: heatmap of the wild-type and isogenic *gcn2*Δ strains; Bottom: histogram of the relative charging level before and after 60 min of Arg depletion for the *gcn2*Δ strain. (D) Leu and His depletion showed no significant decrease in tRNA charging.

Both tryptophan and arginine depletion are known to cause growth defects in *gcn4*Δ and the growth rate analysis confirmed that our *gcn2*Δ strain exhibited this phenotype as well ([15-17], Fig. 1). 

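The Trp, Arg and His experiments each consisted of a reference culture and cultures taken 15 and 60 min after depletion, for each strain, with 2 arrays per culture. In the Leu experiment cultures were taken at 5, 45 and 120 min, and its reference is labelled 5 min by the submitters but stands at 0 min in Fig. 2D. The files name each probe by its amino acid and a number, such as Trp-3, and Met-6 was taken as the initiator tRNA because its pattern matches that row of the heat maps of Fig. 2. In the Trp experiment the arrays with total tRNA in Cy5 ran opposite to their partners as deposited, with a correlation across probes of -0.90 for the gcn2Δ culture at 60 min. These 4 arrays were therefore turned, on the basis of these correlations and of the direction shown in Fig. 2A, which makes the direction likely but not stated by the labels. In the Leu experiment the correlations between partners were between -0.48 and 0.22, so that the direction of its Cy5 arrays is not settled. With a single culture per condition, each depleted culture was set against cultures of the same time point from experiments whose medium keeps the tested amino acids. There were 6 such cultures for Trp and Arg and 8 for His. The Leu cultures at 45 and 120 min were set against 10 cultures taken at 60 min, because no other experiment has their time points. The test was limma's moderated test with Benjamini-Hochberg adjustment over the 41 probes, and tRNAs with an adjusted p below 0.05 were called changed. It assumes that the lone culture varies like the cultures it is compared with. The smallest two-sided exact permutation p that 1 culture against 6 allows is 0.143, so that an exact test of 1 tRNA could not fall below 0.05 in this design. In simulated data with 1 culture against 6, limma called 75% of tRNAs shifted by -1 on the log2 scale and 0.92% of unshifted ones. The simulated tRNAs varied independently, and each data set also held tRNAs shifted by -3, which eases the adjusted threshold. The 75% may therefore be too high for a tRNA that changes alone.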

We chose to examine the changes in the tRNA charging profile upon depletion of four amino acids: Trp (Fig. 2A, B) and Arg (Fig. 2C), which showed significant growth defects in the *gcn2*Δ cells, and Leu and His (Fig. 2D), which have extensive but distinct anabolic and catabolic pathways from Trp and Arg. The tRNA charging results showed a significant correlation to the growth profiles for each of these amino acids. Upon Trp depletion, the charging levels of tRNA^Trp ^were lowered by ~2-fold at 15 min for both strains. 

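At 15 min of Trp depletion the log2 charging change of tRNATrp (probe Trp-3) was -0.98 and -0.92 on the arrays of the wild-type culture and -0.94 and -1.10 on those of the gcn2Δ culture. The averages correspond to charging 1.93-fold lower in the wild-type and 2.03-fold lower in the gcn2Δ strain. Each differed from the 6 comparison cultures (limma with Benjamini-Hochberg adjustment, adjusted p = 0.038 in the wild-type and 0.026 in the gcn2Δ strain). In both strains tRNATrp was the only tRNA called changed. These calls lie near the threshold: with the arrays with total tRNA in Cy3 alone, the adjusted p from limma was 0.163 in the wild-type and 0.198 in the gcn2Δ strain. Like all averages of the Trp experiment, they also rest on the turned Cy5 arrays. Leaving these as deposited, an alternative chosen after the data were seen, moved the calls most, to an adjusted p from limma of 0.958 in the wild-type and 0.994 in the gcn2Δ strain.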

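After 60 min of Trp depletion the wild-type culture had a log2 charging change of -0.31 for tRNATrp, with -0.13 on the array with total tRNA in Cy3 and -0.48 on the other. This corresponds to charging 1.24-fold lower than in the reference and was not distinguishable from the 6 comparison cultures (limma with Benjamini-Hochberg adjustment, adjusted p = 0.985). No tRNA was called changed by limma in this culture, and 1 had an unadjusted p below 0.05, which was tRNATrp itself (p = 0.0307 from limma). In the gcn2Δ culture the change was -3.81 and -3.85 on its arrays, which is 14.2-fold lower charging (adjusted p = 3.0e-06 from limma). This call held under all 14 alternatives set before the data were examined, comparison cultures left out in turn included, with adjusted p values from limma of up to 0.0017. If the Cy5 arrays of the experiment were left as deposited, the arrays of the gcn2Δ pair would cancel, with a difference of -0.11 from the comparison cultures. As deposited, the ratio of tRNATrp in the gcn2Δ culture was 0.0709 with total tRNA in Cy3 and 14.4 with it in Cy5. Both arrays carry the same RNA, so that these opposed values argue against both holding charged over total tRNA. Pro-5 was also called in the gcn2Δ culture, with a log2 charging change of -1.78 (adjusted p = 0.024 from limma). This call rests on the turned array as well, and Pro-5 was among the more variable probes, with changes from -0.98 to 1.27 in the cultures of the other experiments.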

By 60 min, tRNA^Trp ^charging did not decrease further in the wild-type cells, but declined by 10-fold in the *gcn2*Δ strain (Fig. 2A). This very large decrease of tRNA^Trp ^charging does not correlate with a significant change in the tRNA^Trp ^levels under the same condition (Fig. 2B). 

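The abundance of tRNA was measured by hybridizing tRNA of the gcn2Δ culture after 60 min of Trp depletion together with tRNA of the reference culture, on 2 arrays with the dyes exchanged. The authors deposited the ratio of depleted to reference tRNA, scaled by array. Another array of the reference against itself holds exactly 1 for every probe and so does not show a dye effect. Relative abundance of tRNATrp was 0.792 with the reference in Cy3 and 0.832 with it in Cy5, a log2 change of -0.30. This was the lowest of the 41 tRNAs, all of which lay within 1.5 times of the reference level. The highest was Pro-5 at 1.28, and the SD between the orientations had a median of 0.076 over the tRNAs. There is 1 pair of cultures, so that this difference has no replicate check.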

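For the probe taken as the initiator tRNA (Met-6), the log2 charging change in the gcn2Δ strain was -0.89 at 15 min of Trp depletion and -1.68 at 60 min. In the wild-type strain it was -0.73 at 15 min and 0.37 at 60 min. The decrease in the gcn2Δ culture at 60 min corresponds to 3.21-fold lower charging and appeared on both arrays once the Cy5 array was turned (-1.84 and -1.53). After adjustment it was not past the threshold (limma with Benjamini-Hochberg adjustment, p = 0.0088, adjusted p = 0.121). With the arrays with total tRNA in Cy3 alone it was, at an adjusted p from limma of 0.0047. Neither 15-min change was called, with adjusted p values from limma of 0.960 in the gcn2Δ and 0.803 in the wild-type strain. The difference between the strains at 60 min was -2.06 for Met-6, against a mean of -0.27 in the His, Arg and Arg with ornithine experiments (adjusted p = 0.282 from limma). Over the cultures of the other experiments Met-6 was a variable probe, with changes from -0.96 to 1.48. The other Met probe, Met-5, was at 0.16 and 0.02 on the arrays of the gcn2Δ culture at 60 min. Because Met-6 was assigned by its pattern, this contrast is not independent of which probe was taken as the initiator. The relative abundance of Met-6 at 60 min was 0.960 and 1.08 in the 2 dye orientations.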

Aminoacylation of the initiator tRNA_i_^Met ^was also selectively reduced in the *gcn2*Δ strain in response to removal of Trp. It is unclear why Trp depletion leads to selective decrease in initiator tRNA_i_^Met ^charging. However, reduced charging level of initiator tRNA_i_^Met ^makes biologically sense because this would lead to decreasing the global level of translation and furthermore to up-regulation of GCN4 translation and enhanced GAAC [18]. Upon Arg depletion, the charging levels of all four tRNA^Arg ^isoacceptors were reduced by ~2-fold at 15 min and ~10-fold at 60 min, but only in the *gcn2*Δ strain. 

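At 60 min of Arg depletion the 4 Arg probes of the gcn2Δ culture had log2 charging changes of -3.21 (Arg-9), -3.31 (Arg-10), -3.13 (Arg-11) and -2.39 (Arg-12), all called by limma with Benjamini-Hochberg adjustment. The largest of the 4 adjusted p values was 0.00012. Their mean of -3.01 corresponds to 8.07-fold lower charging, and no other tRNA was called in this culture. The mean stayed called under all 14 alternatives, between -3.11 and -2.77 relative to the comparison cultures. At 15 min the changes were -1.31, -0.62, -0.97 and -0.79 in the same order. Of these, Arg-9 and Arg-10 were called, both at an adjusted p from limma of 0.022. The mean of the 4 at 15 min was -0.92, or 1.89-fold lower charging, with an adjusted p from limma of 0.058. In the wild-type strain the mean was -0.04 at 15 min and -0.12 at 60 min. Limma called no tRNA in either wild-type culture, and none had an unadjusted p below 0.05.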

The charging of several non-cognate tRNAs, tRNA^Glu ^and tRNA^Asp ^and to a lesser extent tRNA^Lys ^and tRNA^Tyr^, were also lowered in the *gcn2*Δ strain upon Arg depletion in the medium. Therefore, in both cases of Trp and Arg depletion, the growth defect of the *gcn2*Δ strain is accompanied by dramatic charging reductions in cognate tRNAs. 

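In the gcn2Δ culture at 60 min of Arg depletion the log2 charging change was -1.21 for Glu-3, -0.88 for Asp-3, -0.70 for Tyr-3, -0.50 for Lys-4 and -0.25 for Lys-3. At 15 min it was -1.20 for Glu-3, -1.12 for Asp-3, -0.82 for Tyr-3, -0.89 for Lys-4 and -0.18 for Lys-3. Each of the 5 was lower on both arrays at both times, but the arrays differed: at 60 min Asp-3 was at -1.30 on one and -0.45 on the other. None was past the threshold (limma with Benjamini-Hochberg adjustment). The smallest adjusted p at 60 min was 0.240, for Glu-3, and at 15 min it was 0.096, for Glu-3 and Asp-3. Some alternatives called Glu-3, Asp-3 or Lys-4 at 15 min, among them the comparison with gcn2Δ cultures alone, where the adjusted p from limma was 0.018 for Glu-3 and 0.041 for Asp-3. In the wild-type strain at 60 min the changes were -0.19 for Glu-3 and 0.06 for Asp-3. These 5 tRNAs also varied together in cultures of other media. Their mean fell to -0.55 in the wild-type culture at 60 min of Trp/Phe/Tyr depletion, which had a single array. That medium lacks Tyr, and of the 5 Tyr-3 was the lowest there, at -0.96, and Lys-4 the highest, at -0.09.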

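The difference between the strains was tested itself, as the 60-min change in the gcn2Δ culture minus that in the wild-type culture, with 1 experiment set against 3 others. In the Trp experiment this difference was -3.52 for tRNATrp, against a mean of 0.17 in the His, Arg and Arg with ornithine experiments (limma with Benjamini-Hochberg adjustment, adjusted p = 0.0018). No other tRNA was called in that test. In the Arg experiment the difference was -3.26 for Arg-9, -3.13 for Arg-10, -2.82 for Arg-11 and -2.36 for Arg-12, all 4 called, with adjusted p values from limma between 0.0026 and 0.023. No other tRNA was called in the Arg experiment. With the Trp experiment left out of the comparison none of the 4 was called (smallest adjusted p 0.05001 from limma), nor with the Trp/Phe/Tyr experiment left out (0.058). The smallest exact permutation p for 1 experiment against 3 is 0.25. From the lower cognate charging in the gcn2Δ strain, set beside its slow growth without Trp or Arg, the paper concludes that the growth defect is accompanied by reduced charging of the cognate tRNAs.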

The control experiments involving Leu and His depletion showed no appreciable decrease in the charging level of any tRNA in either wild-type or *gcn2*Δ strains, consistent with the null effect of these two amino acid depletions on cell growth.

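Limma with Benjamini-Hochberg adjustment called no tRNA changed in any of the 4 cultures of the His experiment. At an unadjusted p below 0.05 there were 2 in the wild-type strain at 15 min, 1 at 60 min, and 0 in the gcn2Δ strain at either time. The smallest adjusted p was 0.051, for a higher Pro-5 (log2 charging change 1.27) in the wild-type culture at 15 min. With only the arrays with total tRNA in Cy3, limma called 1 tRNA in this culture, at an adjusted p of 0.014. The log2 charging change of tRNAHis (His-3) was -0.26 and 0.08 in the wild-type strain at 15 and 60 min and 0.02 and -0.15 in the gcn2Δ strain. In the Leu experiment the 4 Leu probes lay between -0.20 and 0.24 in the wild-type strain at 45 and 120 min, with the Cy5 arrays as deposited. The lowest of these was Leu-12 at 120 min, whose arrays opposed each other, with -0.82 on the array with total tRNA in Cy3 and 0.42 on the other. If the Cy5 arrays of this experiment are turned, an alternative chosen after the data were seen, Leu-12 is at -0.62 in that culture and is called (adjusted p = 0.0041 from limma). As deposited, Leu-12 was called in the gcn2Δ culture at 45 min, at -0.51 (adjusted p = 0.019 from limma). It was at -1.03 on the array with total tRNA in Cy3 and 0.01 on the other, so that 1 array decides this value. The other Leu cultures tested had no call as deposited, with 3 tRNAs at an unadjusted p below 0.05 in the wild-type strain at 120 min and 0 in the remaining cultures. The paper sets the absence of an appreciable decrease beside the null effect of these depletions on growth.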

To further examine the quantitative dependence and dynamics of tRNA charging upon Trp and Arg depletion in the *gcn2*Δ strain, we examined the effect of partial Trp and Arg depletion in the SC medium (Fig. 3). When all other amino acids are present in the medium, partial Trp depletion showed no change in growth until the Trp concentration was at or below 6 μg/ml (Fig. 3A). tRNA^Trp ^charging levels mirrored this result, as there was no significant decrease in tRNA^Trp ^charging until the Trp concentration was at this same level. The time-dependent drop of tRNA^Trp ^charging was gradual and the time required to reduce tRNA^Trp ^charging by 50% was ~25 min (Fig. 3A). The graded depletion of Arg from the SC medium also showed selective reductions in the growth of the *gcn2*Δ cells, where a threshold of 6 μg/ml elicited a significant reduction compared to the SC medium sated with Arg (Fig. 3B). The tRNA^Arg ^charging levels also reflected this result on growth. The time-dependent drop of tRNA^Arg ^charging was ~10 min for 50% reduction of tRNA^Arg ^charging levels (Fig. 3B). These results indicate that in the absence of *GCN2*, the charging levels of tRNA^Trp ^and tRNA^Arg ^and cell growth are sensitive to the concentration of these two crucial amino acids in the media.

**Figure 3:**
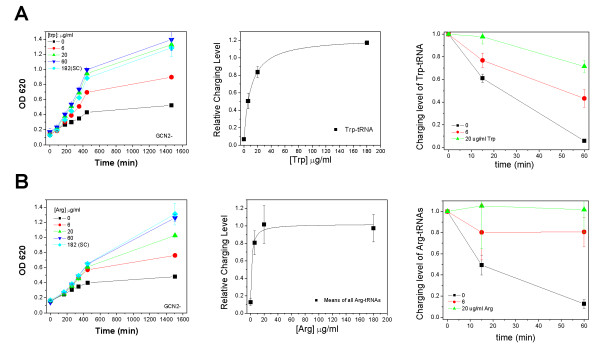
**Partial Trp and Arg depletion of the gcn2Δ strain shows graded sensitivity of Trp and Arg availability to Gcn2p**. The complete media contain 182 μg/ml Trp and 182 μg/ml Arg. (A) Trp. Growth at varying Trp concentrations (left), the tRNA^Trp ^charging levels 60 min after depletion (middle), time course of tRNA^Trp ^charging at various Trp concentration in the media (right). (B) Arg. Growth at varying Arg concentrations (left), the averaged charging levels of all four tRNA^Arg ^isoacceptors 60 min after depletion (middle), time course of the averaged charging levels of all four tRNA^Arg ^isoacceptors at various Arg concentration in the media (right).

### Cellular pathway linked to Trp sensitivity

In order to better understand why Trp depletion is deleterious to cells lacking *GCN2*, we focused on tryptophan metabolism. Biosynthesis of aromatic amino acids is subject to feedback inhibited and can be activated at multiple steps; however, the most central step for this work is the feedback inhibition at the first reaction of this pathway (Fig. 4A, [19]). This first reaction can be down regulated by an excess of phenylalanine and tyrosine. Additionally, the genes encoding many of these biosynthetic enzymes are transcriptionally regulated by *GCN4*, including *ARO3 *and *ARO4*, which participate in the first step of the pathway leading to the synthesis of chorismate [20,21]. We hypothesized that knocking out *GCN2 *eliminates the ability of the cell to properly regulate aromatic amino acid biosynthesis. When Trp alone was depleted, cellular Trp synthesis cannot proceed normally in the absence of Gcn2p because large amounts of Phe and Tyr are still available in the medium. These two amino acids would then inhibit the first step of this biosynthesis super-pathway, thereby inhibiting the proper synthesis of Trp.

**Figure 4:**
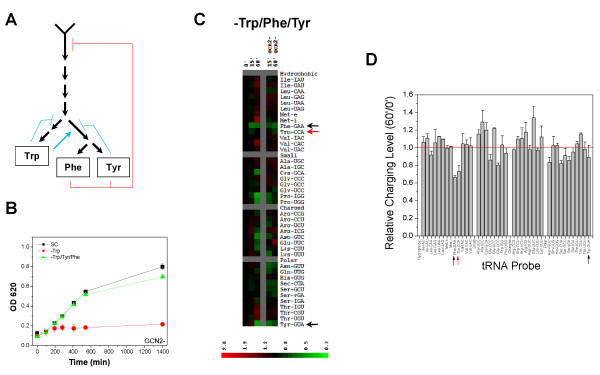
**GCN2-dependent effect upon Trp depletion is linked to aromatic amino acid biosynthesis**. (A) Simplified schematic of aromatic amino acid anabolism indicating where excess amino acids inhibit biosynthesis according to reference [11]. The crucial step is the feedback inhibition of the first step (red lines). (B) Growth curve of *gcn2*Δ with depletion of Trp, Tyr and Phe showing growth recovery in complete media versus Trp depleted media. (C) Heatmap of the wild type and *gcn2*Δ strains depleted of all three aromatic amino acids. Red arrow indicates tRNA^Trp ^and black arrows indicate tRNA^Phe ^and tRNA^Tyr^. (D) Histogram of the relative charging level before and 60 min after triple amino acid depletion for the *gcn2*Δ strain.

This hypothesis posits that depleting all three aromatic amino acids simultaneously could restore growth in the *gcn2*Δ cells; this was indeed observed (Fig. 4B). 

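The Trp/Phe/Tyr experiment had 1 array per culture, except for 2 dye-swapped arrays of the gcn2Δ culture at 60 min, and was tested against the same 6 cultures as the Trp experiment. In the gcn2Δ strain the log2 charging change of tRNATrp was -0.08 at 15 min and -0.46 at 60 min (-0.33 and -0.58 on its arrays). The change at 60 min was not past the threshold (limma with Benjamini-Hochberg adjustment, p = 0.0089, adjusted p = 0.328). For tRNAPhe (Phe-3) it was -0.40 at 15 min and -0.59 at 60 min. For tRNATyr (Tyr-3) it was -0.64 at 15 min and -0.18 at 60 min, where the arrays differed (-0.41 and 0.04). Limma called no tRNA in either gcn2Δ culture; 2 had an unadjusted p below 0.05 at 15 min and 3 at 60 min. In the wild-type culture at 60 min tRNATrp was itself the median of the array, at 0.00, while tRNAPhe was at -0.58 and tRNATyr at -0.96. Limma called 2 tRNAs in that culture, Cys-3 (-0.74) and Thr-7 (0.58), from a single array without a dye swap.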

The tRNA charging profile after the simultaneous removal of three aromatic amino acids (Fig. 4C, D) showed that restoration of the growth phenotype in the *gcn2*Δ strain is accompanied by the maintenance of high charging levels of tRNA^Trp ^at all times upon Trp/Phe/Tyr depletion, while charging for tRNA^Phe ^and tRNA^Tyr ^showed modest decrease. These results indicate that the requirement for *GCN2 *for growth and maintenance of tRNA charging in the SC medium limiting for Trp is both a consequence of the impaired GAAC and feedback inhibition regulating the carbon flux through the biosynthetic pathway for aromatic amino acids. 

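At 60 min the log2 charging change of tRNATrp in the gcn2Δ strain was thus measured in 1 culture without Trp and 1 culture without Trp, Phe and Tyr, and the difference between these media has no replicate check. The strain difference for tRNATrp in the Trp/Phe/Tyr experiment, gcn2Δ minus wild type, was not past the threshold (limma with Benjamini-Hochberg adjustment, adjusted p = 0.140). Limma called 0 tRNAs in that test and 12 had an unadjusted p below 0.05. From the higher charging of tRNATrp once Phe and Tyr are also removed, together with the restored growth, the paper concludes that feedback inhibition of the shared pathway and the impaired GAAC both underlie the need for GCN2 when Trp is limiting.

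**Figure D1:**
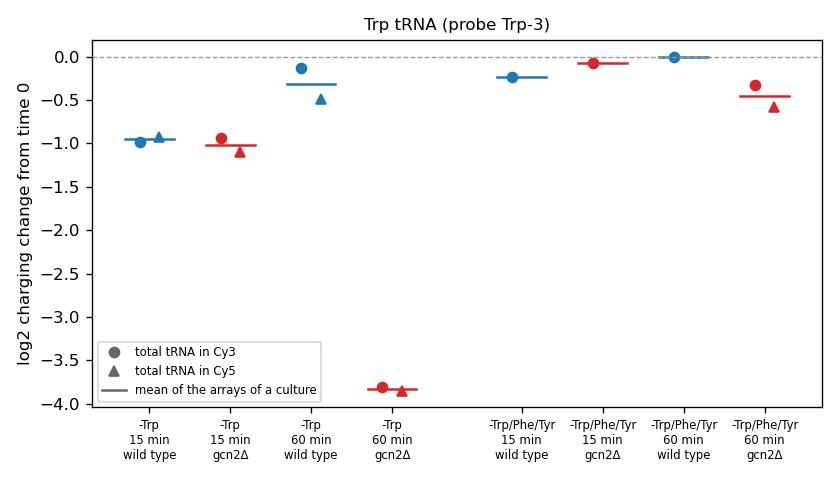
Log2 charging change of tRNATrp from time 0 (vertical axis, log2 scale) in each strain at 15 and 60 min of depletion of Trp or of Trp, Phe and Tyr together. Points are single arrays, with total tRNA in Cy3 or Cy5, and lines are the means over the arrays of a culture; a single point means 1 array. The gcn2Δ culture at 60 min of Trp depletion lies at -3.83, and the other cultures lie between -1.02 and 0.00.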

Depletion of Trp alone retains Tyr and Phe in the SC medium which then can inhibit this combined synthesis pathway. Because Tyr and Phe are readily available in the SC medium depleted of Trp alone, cells should import sufficient amounts of Tyr and Phe to maintain the charging levels of tRNA^Phe ^and tRNA^Tyr^.

### Cellular pathway linked to Arg sensitivity

In order to better understand why Arg depletion is deleterious to cells lacking *GCN2*, we focused on cellular utilization of arginine. Many genes in the arginine biosynthesis are transcriptionally regulated by *GCN4*. Arg is not only important for protein synthesis but is also a necessary precursor for the synthesis of other metabolites. For example, as a part of the urea cycle, Arg is the immediate precursor to ornithine, which is necessary to make citrulline and polyamines (Fig. 5A, [22]). To address the importance of these metabolic relationships in growth phenotype of the *gcn2*Δ cells in Arg-deficient medium, we depleted arginine from the SC media, but supplemented this medium with ornithine or citrulline (Fig. 5B). Growth was partially restored upon ornithine supplementation but not with citrulline. 

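In the Arg experiment with 2 mg/ml ornithine, each culture had 1 array, except for 2 dye-swapped arrays of the gcn2Δ culture at 60 min. These 2 arrays differed more than any other pair, with an SD over probes of 0.80 for their difference on the log2 scale, and their correlation across probes was 0.49 (Spearman's rho -0.16). The comparison cultures were those of the Arg experiment. In the gcn2Δ culture at 60 min the log2 charging change was -2.00 for Arg-9, -1.40 for Arg-10, -1.64 for Arg-11 and -0.65 for Arg-12. The arrays differed by over 1.5 times for Arg-9, at -1.15 with total tRNA in Cy3 and -2.84 with it in Cy5, and for Arg-11, at -1.06 and -2.22. Of the 4 averages the first 3 were called, and Arg-12 was not (limma with Benjamini-Hochberg adjustment, adjusted p = 0.0013, 0.0027, 0.0013 and 0.316).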

The addition of ornithine also partially alleviated the tRNA^Arg ^charging defect as compared to the absence of ornithine (Fig. 5C, D). Charging of all tRNA^Arg ^isoacceptors was essentially unchanged in the *gcn2*Δ cells after 15 minutes of Arg depletion, and showed a ~2-fold decrease only after 60 minutes, whereas the charging level of tRNA^Arg ^was reduced by 5-10-fold in the absence of ornithine.

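With ornithine the mean log2 charging change of the 4 Arg probes in the gcn2Δ strain was -0.02 at 15 min. At 60 min it was -1.42, or 2.68-fold lower charging (adjusted p = 0.0015 from limma with Benjamini-Hochberg adjustment). The call depended on the setting: with the arrays with total tRNA in Cy3 alone the adjusted p from limma was 0.094. In the wild-type strain the mean was -0.04 at 15 min and -0.26 at 60 min, and limma called no tRNA at either time or at an unadjusted p below 0.05. The strain difference at 60 min was not called for any tRNA with ornithine (smallest adjusted p 0.109 from limma; 3 tRNAs had an unadjusted p below 0.05). Each medium is represented by 1 gcn2Δ culture per time, so that the difference in Arg charging with and without ornithine has no replicate check. From the smaller decrease with ornithine the paper concludes that ornithine partially alleviates the charging defect.

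**Figure D2:**
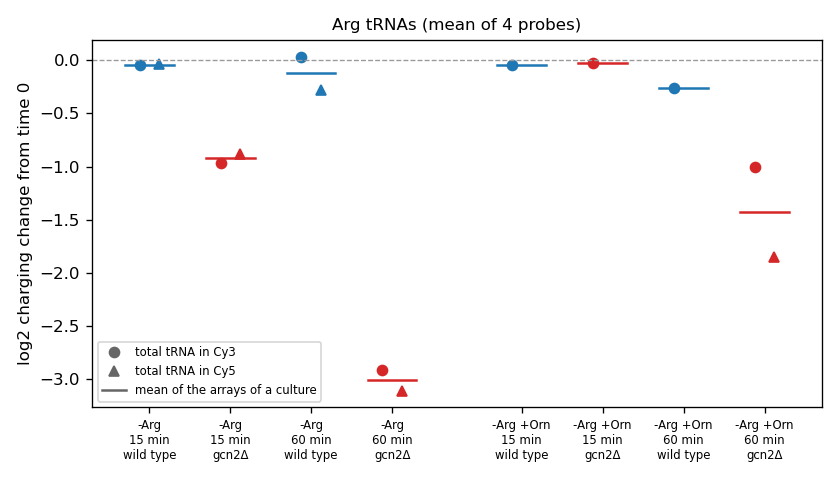
Log2 charging change from time 0 (vertical axis, log2 scale), averaged over the 4 Arg probes, in each strain at 15 and 60 min of Arg depletion without or with ornithine. Points are single arrays, with total tRNA in Cy3 or Cy5, and lines are the means over the arrays of a culture; a single point means 1 array. The gcn2Δ cultures at 60 min lie at -3.01 without and -1.42 with ornithine.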

**Figure 5:**
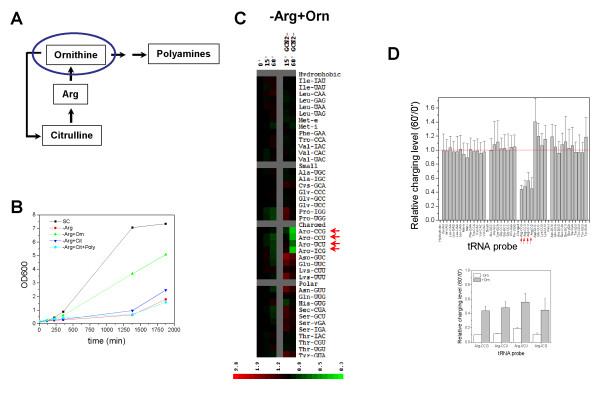
**GCN2-dependent effect upon Arg depletion is linked to nitrogen metabolism**. (A) Simplified schematic of nitrogen metabolism. Ornithine is not only necessary for completion of the urea cycle but is necessary for polyamine biosynthesis. The mitochondrion compartment is shown as a blue oval. (B) Growth curve of *gcn2*Δ strain in complete media, lacking arginine, and lacking arginine supplemented with ornithine, citrulline and/or polyamines. (C) Heatmap of the wild type and *gcn2*Δ strains after depletion of arginine and supplementation with 2 mg/ml ornithine. Arrows indicate tRNA^Arg ^isoacceptors. (D) Histogram of relative charging level before and after Arg-depletion/Orn supplementation for the *gcn2*Δ strain. Inset shows the charging levels of the tRNA^Arg ^isoacceptors in the absence and presence of ornithine.

Ornithine is only used as a metabolic precursor for citrulline and polyamine biosynthesis. It may be possible that supplementing media with citrulline and polyamines in the absence of arginine would recover growth in a manner similar to ornithine supplementation. However, no growth recovery was observed when citrulline and polyamines were added after arginine depletion (Fig. 5B). Increased concentrations of other nitrogen sources such as Glu and Gln upon Arg depletion also failed to rescue growth (data not shown). These results indicate that aside from Arg, ornithine is unique in this pathway in balancing nitrogen metabolism in the absence of *GCN2*.

## Discussion

The GAAC pathway is essential for regulating metabolism especially when cells are subjected to nutrient stresses. Previous work indicated that activation of Gcn2p in auxotrophic strains produces surprising tRNA charging profiles which can activate Gcn2p and consequently GAAC [10]. In this work we focus on how Gcn2p is used to regulate metabolic flux in prototrophic cells.

While many stresses are known to activate Gcn2p, mild stresses of prototrophic *S. cerevisiae*, such as depleting a single amino acid from the growth media as done in this work do not require activation of Gcn2p under all conditions. One possible reason for this selective response to amino acid availability is that many metabolic pathways contain alternative regulators, in addition to *GCN4 *[23,24]. For example, Chin et al. [25] showed that during the mild nutrient stress of leucine depletion, Leu3p can specially regulated the Leu biosynthetic pathway, and can sufficiently regulate the branched aromatic amino acid biosynthesis super-pathway independent of *GCN4 *up-regulation. Our results agree nicely with this previous study and furthermore, we observed no change in charging of any tRNA upon Leu depletion.

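Of the Leu cultures tested, the gcn2Δ culture at 45 min had 1 call, Leu-12, which was the lowest of its 41 tRNAs with the arrays as deposited. In the other 3 cultures the lowest log2 charging change as deposited was -0.25 (Arg-9) at 45 min and -0.59 (Thr-7) at 120 min in the wild-type strain, and -0.24 (Met-6) in the gcn2Δ strain at 120 min. The smallest adjusted p in these 3 cultures was 0.644 from limma with Benjamini-Hochberg adjustment. The order depends on the unsettled direction of the Cy5 arrays. If these are turned, the lowest is -0.31 (Arg-9) at 45 min in the wild-type strain and -0.46 (Cys-3) at 120 min in the gcn2Δ strain. At 120 min in the wild-type strain Leu-12 is then the lowest and the only tRNA called, with Thr-7 at -0.36, and in the gcn2Δ culture at 45 min Leu-12 is still the only call. At 5 min, which was not tested, all tRNAs lay between -0.38 and 0.77 in the wild-type and between -0.23 and 0.22 in the gcn2Δ strain as deposited, and between -0.52 and 0.51 and between -0.37 and 0.22 with the Cy5 arrays turned.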

The first step of the aromatic amino acid biosynthetic super-pathway uses feedback inhibition in combination with *GCN4 *for regulation instead of using two separate transcription factors as in Leu biosynthesis. Our results confirm that improper regulation of this super-pathway causes growth and tRNA charging defects in *gcn2*Δ cells subjected to tryptophan depletion. This may be explained by the *gcn2*Δ strain lacking a non-GCN4 protein regulator of the first step of the aromatic amino acid biosynthetic pathway. Lack of Gcn2p mediated up-regulation of *GCN4 *ultimately results in an auxotroph-like phenotype. What would happen to the growth of *gcn2*Δ strain if both Tyr and Phe are depleted? Addition of Tyr and Phe to a yeast strain in which the GCN2 pathway was genetically inactivated did not provide for growth, whereas the addition of Tyr alone or Phe alone did promote growth [15-17]. However, the addition of Trp alone in this yeast strain fully restored growth. These results suggest that as long as Trp is present, double depletion of Tyr and Phe would confer no effect on growth in *gcn2*Δ strains.

Arginine metabolism is also regulated by feedback inhibition of metabolites and by the transcription factor Gcn4p. Unlike tryptophan biosynthesis, arginine metabolism is not strictly a linear pathway. Both arginine anabolism and catabolism are linked to the urea cycle. In the case of the urea cycle, cell uses the available arginine, ornithine, and citrulline to effect enzymatic activity in addition to Gcn4p to regulate metabolic flux [13,26]. While we were unable to completely eliminate the growth defect in *gcn2*Δ strains with supplements, partial growth restoration was possible in media containing high concentrations of ornithine. This result may be related to ornithine transport across cell membranes. Inefficient uptake from the media after arginine depletion could result in disrupted nitrogen flux. Another possibility is that ornithine, a known inhibitor of arginase activity *in vitro *[27], acts as an inhibitor of arginase which converts arginine to ornithine and releases urea as a byproduct. Therefore, it is possible that ornithine may accumulate in the cytosol and inhibit arginase. In this way, the presence of ornithine in the cytosol would reduce the conversion of arginine to ornithine, leaving more arginine available for translation.

We also observed decreased charging levels of specific tRNAs that are not cognate to the depleted amino acid, e.g. initiator tRNA_i_^Met ^upon Trp depletion or tRNA^Asp ^and tRNA^Glu ^upon Arg depletion. In the genetic background used here (*gcn2*Δ), a possible cause of these changes in tRNA charging is derived from regulated expression levels in their cognate aminoacyl-tRNA synthetases prior to amino acid depletion. Transcription of at least one aminoacyl-tRNA synthetase is known to be up-regulated by GCN4 [28]. Hence, the extremely low level of GCN4 protein in the *gcn2*Δ strain (Fig. 1C) could reduce the expression of certain tRNA synthetases, thereby predisposes these cells to become hypersensitive to metabolic fluxes upon amino acid depletion.

## Conclusions

In summary, this work examines growth and genome-wide tRNA charging response in wild type and *gcn2*Δ cells subjected to mild nutritional stress. Although eIF2 phosphorylation was thought to control translation upon the depletion of any amino acid, we found that this conserved mechanism of translational control is particularly sensitive to the availability of just two amino acids, Trp and Arg. This GCN2 dependent response to the limitation of Trp and Arg is due to synthesis of Trp and degradation of Arg. Our results show unexpected complexity of cellular metabolism and tRNA charging, and indicate that some metabolic pathways are particularly sensitive to translational control.

## Methods

### Cell strains and growth

The *S. cerevisiae *strains used in this study were derived from EG328-1A (*MAT*α *ura3-52 leu2 trp1*) [29,30]. Strain EG328-1A was transformed with DNA fragments containing the *LEU2*, *TRP1*, or *URA3 *genes, generating a prototrophic strain, WY798 (*MAT*α *URA3 LEU2 TRP1*). An isogenic strainWY799 (*MAT*α *gcn2::URA3 LEU2 TRP1*) contains a deletion in the G*CN2 *gene. Cells were grown overnight in filter sterilized synthetic complete (SC) media containing 2% dextrose, 0.5% ammonium sulfate, and all amino acids [31]. To screen for growth in media with selected amino acids, cells were grown overnight to saturation (A_600 _~ 6-7) in SC media containing all amino acids. Cells were collected by centrifugation, and then resuspended in SC media lacking only the specified amino acid to A_600 _of ~0.1. Cells were grown in 96 well plates at 30°C with constant shaking. For flask growth an overnight culture of cells was diluted down to A_600 _of 0.1 and grown in SC media until an A_600 _of 0.4-0.5. Cells were pelleted and then resuspended in SC media lacking only the specified amino acid and growth was monitored for up to 24 h.

### GCN4-lacZ reporter assay

WY523 and WY525 (*gcn2Δ*) cells were derived from strain EG328-1A transformed with plasmid p180, encoding GCN4-lacZ with the full complement of upstream ORFs [14]. Cells were grown overnight in SC media containing all amino acids. Cells were diluted down to A_600 _~ 0.1, then grown to A_600 _~ 0.4-0.5 at which point they were spun down and resuspended in media lacking the specified amino acid. 35 ml cells were taken at designated time points and lysed using beads in 0.4 ml of 100 mM Tris-HCl pH 8, 20% glycerol, 1 mM β -mercaptoethanol and 100 μM PMSF. Lysate was clarified with a 10 min spin at 18,600 RFC. 20 μl of extract was combined with 980 μl of reaction buffer (100 mM Sodium Phosphate, pH 7.5, 10 mM KCl, 2 mM MgSO_4_, 4.5 mM β-mercaptoethanol). 200 μl of o-nitrophenyl-β-D-galactopyranoside solution (4 mg/ml) was added and the reaction was allowed to proceed for 20 and 60 min at 28°C. Reaction was quenched by adding 0.5 ml of 1 M Na_2_CO_3 _and absorbance was taken at 420 nm.

### Genome-wide tRNA charging profile by microarrays

Isolation, genome-wide profiling of charged tRNA was carried out as previously described [10] and in a Method video article [32]. The microarray data has been deposited in Geo data base (accession number GSE22452).

### Genome-wide tRNA abundance profile by microarrays

the detailed procedures used for profiling tRNA abundance have been described previously [33,34].

## List of abbreviations

GAAC: general amino acid control.

## Authors' contributions

JZ carried out the growth studies and microarray analysis. XCW assisted with the growth studies and performed some microarray analysis. RW participated in design of the study. TP participated in the design of the study and the preparation of the manuscript. All authors read and approved the final manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

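Charging of tRNA was measured on 68 arrays and abundance of tRNA on 3, in the wild-type strain and the isogenic gcn2Δ strain. There were 6 depletion experiments and 26 depleted cultures, 1 per strain, medium and time point. The authors deposited ratio values: for each probe and array, the charged over total tRNA of a culture relative to the reference array of the same experiment, strain and dye orientation, on a linear scale. Exceptions are the Trp Cy5 arrays, which likely hold the inverse, and the Leu Cy5 arrays, whose direction is not settled. They scaled each array so that the median ratio over the 41 probes is 1; in the Trp experiment the array medians were between 0.995 and 1.01. Scanner, background correction and software are not given in the paper's text, and how far the signals lay above background was not analysed here. No value was missing, and every column of values belongs to a sample.

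All 22 charging arrays of reference cultures, and the abundance array of the reference against itself, hold exactly 1 for each probe. The comparison of charging in complete medium between the strains, which was planned with the reference cultures as replicates, therefore could not be made. For the same reason the mean of all reference cultures could not replace the own reference, and no dye effect could be subtracted from the abundance arrays. The probes are named by amino acid and number. Which of 2 Met probes is the initiator tRNA was taken from the heat maps of Fig. 2, and other probes are given by the names in the files.

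The 4 arrays of depleted cultures with total tRNA in Cy5 in the Trp experiment were taken to hold inverted ratios, which is likely but not stated by the labels, and were turned. As deposited, the log2 values of these arrays correlated with their Cy3 partners at -0.55 and -0.22 in the wild-type strain at 15 and 60 min and at -0.32 and -0.90 in the gcn2Δ strain. In the Arg experiment this correlation was 0.95 and 0.96 in the gcn2Δ cultures and 0.70 and 0.44 in the wild-type cultures. In the His experiment, which was used as deposited, it was between -0.28 and 0.83. A weak negative correlation alone therefore does not show an inverted ratio. In the Leu experiment it was between -0.48 and 0.22, and those arrays were used as deposited, with the turned values as an alternative.

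Log2 of each ratio was taken with no pseudocount, each array was centred on its median, and the arrays of a culture were averaged. Each depleted culture was compared with 6, 8 or 10 cultures of experiments whose medium keeps the tested amino acids, with lmFit and eBayes of limma 3.58.1 in R 4.3.3 and Benjamini-Hochberg adjustment over the 41 probes. The mean of the 4 Arg probes was tested in the same way, in place of those 4 probes. Its adjusted p values therefore come from fewer features than 41, with the variance moderated without the single Arg probes. The difference between strains at 60 min was tested with 1 experiment against 3. With 1 culture in an arm, the spread comes from the comparison cultures and the lone culture is assumed to vary like them. Exact permutation tests cannot fall below 0.143 for 1 culture against 6, 0.111 against 8, 0.0909 against 10, and 0.25 for 1 experiment against 3. The procedure was tested on 200 simulated data sets, in which tRNAs varied independently with a robust spread taken from the 60-min cultures. Each data set held tRNAs shifted by -1 and others shifted by -3 on the log2 scale. A shift of -1 was called in 75% of cases with 6 comparison cultures and in 65% with 3. The setting with 3 used the spread of single cultures, not that of differences between strains. The 65% is therefore not the power of the strain test. No depleted condition held 3 replicate cultures, and the reference cultures hold exactly 1 throughout, so other splits of the samples were not counted.

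The tRNAs named are those that the paper names and, for each comparison, the 3 with the largest absolute change among those called. Other tRNAs named for the lowest or highest change, or for the smallest adjusted p, were chosen after their values were seen. Alternatives were the centring, each dye orientation alone, other sets of comparison cultures, each comparison culture left out in turn, and 2 other forms of variance moderation. Charging at partial depletion (Fig. 3) was not analysed here, nor was growth.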

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

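The tests of dye bias, of tRNA loss or dilution, of probe variability and of single-array noise were chosen only after the results were seen. Each condition is represented by 1 culture, so that variation between cultures of 1 condition was not measured and stays open for every result below. A shift common to all tRNAs of an array was not tested, because each array was scaled and centred.

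At 60 min of Trp depletion the change of tRNATrp charging differed between the strains, with a gcn2Δ minus wild-type difference of -3.52 (log2; limma with Benjamini-Hochberg adjustment, adjusted p = 0.0018). For a loss of the tRNA in place of its charging, abundance was looked at, and that of tRNATrp in the gcn2Δ culture changed by -0.30. This value does not decide the question. Charging is a ratio to the total tRNA of the same culture, so that a loss alone would lower both parts of it. Against dye bias of the probe, the strain difference was -3.68 on the arrays with total tRNA in Cy3 alone, which were not turned and which share their dye with their own references. On these arrays tRNATrp was at -3.81 in the gcn2Δ and -0.13 in the wild-type strain, and in 22 cultures of the other experiments it lay between -0.33 and 0.45. The average over both orientations still depends on the direction of the Cy5 arrays: as deposited they cancel the Cy3 arrays, and the gcn2Δ change relative to the comparison cultures becomes -0.11. An effect of the strain on charging is a candidate explanation, as a hypothesis.

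At 60 min of Arg depletion the strain difference was -3.26 for Arg-9, -3.13 for Arg-10, -2.82 for Arg-11 and -2.36 for Arg-12. Against dye bias, the difference of their mean was -2.95 with total tRNA in Cy3 and -2.83 with it in Cy5, both as deposited. Abundance was not measured in this experiment, and a loss of these tRNAs was not tested. Such a loss alone would lower both parts of the ratio of charged to total tRNA. An effect of the strain on charging is a candidate explanation, as a hypothesis.

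Pro-5, which the paper does not discuss, was lower in the gcn2Δ culture at 60 min of Trp depletion (-1.78, adjusted p = 0.024 from limma). Its relative abundance rose by 0.36 on the log2 scale, so that added tRNA that is all uncharged could lower its charging by no more than that, which argues against dilution as the whole cause. Dye bias and this result cannot be told apart. The array with total tRNA in Cy3, which was not turned, was at -1.48, and on the Cy3 arrays of 22 cultures of the other experiments Pro-5 lay between -0.98 and 1.505, so that a change of this size was reached in another medium, though as a rise. The other array is low only once it is turned; as deposited it gives a rise, and the mean relative to the comparison cultures becomes 0.27. Pro-5 ranked 7 of 41 in its SD over 20 cultures of the other experiments. The average of -1.78 lies outside its range there, -0.98 to 1.27, which argues against a variable probe, but this average includes the turned array. With Cy3 arrays alone its adjusted p from limma was 0.070, and with all other experiments in the comparison 0.086, so that a variable probe is not excluded and cannot be told apart from an effect of the depletion.

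In the wild-type culture at 60 min of Trp/Phe/Tyr depletion, Cys-3 (-0.74) and Thr-7 (0.58), which the paper does not discuss, were called by limma, each at an adjusted p of 0.031. There is 1 array and no dye swap. Its SD over the 41 probes was 0.43, which ranks 2 of 32 arrays of cultures without a called cognate tRNA, where the median was 0.24 and the highest other value 0.48. Noise of a single array and an effect of the depletion cannot be told apart, because no other array of this culture was used here. Neither tRNA was called with any of 5 comparison cultures left out: the gcn2Δ and wild-type His cultures, the gcn2Δ and wild-type Arg cultures, and the wild-type Arg with ornithine culture, with adjusted p values from limma between 0.060 and 0.101.

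Leu-12 in the gcn2Δ culture at 45 min of Leu depletion was lower (-0.51, adjusted p = 0.019 from limma). The fall lay on the array with total tRNA in Cy3 (-1.03), and the other array was at 0.01, as a dye effect or noise of 1 array would give. Because the value on the Cy5 array is near 0, its unsettled direction changes little. On the Cy3 arrays of 20 cultures of the other experiments Leu-12 lay between -0.18 and 0.31, which argues against a dye bias shared by all experiments. On the Cy3 arrays of the other Leu cultures it varied more, from -0.82 (wild type, 120 min) to 0.85 (wild type, 5 min). On the array where Leu-12 was at -1.03, the non-cognate Thr-7 was at -1.04. Thr-7 moved the same way as Leu-12 on the other Cy3 arrays of this experiment as well. In the wild type Thr-7 was at 0.93, 0.75 and -0.96 at 5, 45 and 120 min, where Leu-12 was at 0.85, 0.40 and -0.82. In the gcn2Δ strain Thr-7 was at -0.29 and 0.23 at 5 and 120 min, and Leu-12 at -0.60 and 0.26. These values go with a dye effect or noise within this experiment, and argue against an effect confined to the cognate tRNA. An effect of Leu depletion still cannot be told apart from these, because the fall is on 1 array.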

How the results depend on the processing

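The comparison cultures, centrings, dye orientations and forms of variance moderation were chosen before the data were examined; leaving the Trp Cy5 arrays as deposited and turning the Leu Cy5 arrays were chosen after seeing the data. Values here are log2 differences from the mean of the comparison cultures, and adjusted p values are from limma with Benjamini-Hochberg adjustment. A change of sign of a value called under neither setting was counted as reversed only where it moved by more than the SD of the comparison cultures. For the cognate tRNAs, Met-6 at 60 min, the His and Leu counts, the strain differences and the abundance of tRNATrp, 189 of 225 values under these alternatives kept their direction and side of the threshold, and 170 of 186 did with 1 comparison culture or experiment left out. For the other tRNAs and counts these numbers were 516 of 574 and 373 of 406. Where no reason is given below, the cause was not tested.

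The fall of tRNATrp in the gcn2Δ strain at 60 min (-3.96) and that of the Arg mean (-2.96) were called under all 14 alternatives chosen beforehand, with ranges of -4.04 to -3.87 and -3.11 to -2.77. Leaving the Trp Cy5 arrays as deposited cancels the arrays of a pair by construction. It gave -0.11 for tRNATrp in the gcn2Δ and 0.0465 in the wild-type strain at 60 min, 0.00344 and -0.10 at 15 min, 0.00791 for Met-6 and 0.27 for Pro-5 in the gcn2Δ strain at 60 min, and -0.0135 for Met-6 in the wild-type strain at 60 min. The strain difference in the Trp experiment then had 0 calls in place of 1, that with ornithine 3 in place of 0, and the Trp cultures of the gcn2Δ strain 0 in place of 1 and 2 and of the wild type at 15 min 0 in place of 1.

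At 15 min tRNATrp fell short of the threshold under several settings. In the gcn2Δ strain (-1.09) these were the Cy3 arrays alone (-1.03, adjusted p = 0.198), comparison cultures of the same strain (-1.16, 0.123) and the variance trend (-1.09, 0.054). In the wild type (-1.03) they were trimmed-mean centring (-0.98, 0.062), Cy3 alone (-1.06, 0.163), Cy5 alone (-1.03, 0.067), the same strain (-0.96, 0.078) and the trend (-1.03, 0.093). With 1 comparison culture left out the values lay between -1.14 and -1.03 in the gcn2Δ and between -1.07 and -0.96 in the wild-type strain. The gcn2Δ call was lost without the gcn2Δ His (adjusted p = 0.081), wild-type Arg (0.078) or wild-type Arg with ornithine culture (0.074). The wild-type call was lost without the gcn2Δ His (0.114), wild-type Arg (0.1096), gcn2Δ Arg with ornithine (0.060) or wild-type Arg with ornithine culture (0.104). The counts of 1 fell to 0 under the same settings.

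Met-6 in the gcn2Δ strain at 60 min (-1.52) passed the threshold with Cy3 arrays alone (-1.86) and without the gcn2Δ Arg with ornithine culture (-1.68, adjusted p = 0.0093); with cultures left out it lay between -1.68 and -1.43, and over all alternatives chosen beforehand its adjusted p lay between 0.0047 and 0.941. The count of 2 in that culture was 1 with all other experiments compared. For Trp/Phe/Tyr depletion, comparing with all other experiments, which then include the Trp cultures with low tRNATrp, reversed tRNATrp in the gcn2Δ strain at 15 min (-0.15 to 0.11) and in the wild type at 60 min (-0.13 to 0.42), and Cy3 arrays alone moved Tyr-3 in the gcn2Δ strain at 60 min to -0.34. The 2 calls in the wild type at 60 min became 1 with trimmed-mean centring or Cy3 arrays, 11 with the same strain, 6 with the trend, and 0 without the gcn2Δ His, wild-type His, gcn2Δ Arg, wild-type Arg or wild-type Arg with ornithine culture.

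At 15 min of Arg depletion the gcn2Δ Arg mean (-0.88) passed the threshold with Cy5 arrays alone (-0.92, adjusted p = 0.0032), the same strain (-0.86, 0.030), all other experiments (-0.88, 0.0096), and without the wild-type His (-0.83, 0.037) or wild-type Trp culture (-0.93, 0.015), the lowest and highest values with a culture left out. The 2 calls of that culture became 0 with Cy3 arrays, 9 with Cy5 arrays, 4 with the same strain, with all other experiments or without the wild-type Trp culture, 1 with the trend, and 0 without either Trp/Phe/Tyr culture. At 60 min Lys-3 in the gcn2Δ strain was 0.12 with Cy3 arrays, and the wild-type Arg mean (-0.07) was 0.11 with Cy3 arrays and 0.13 with all other experiments, which then include the gcn2Δ Arg with ornithine culture.

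With ornithine, the gcn2Δ Arg mean at 60 min (-1.37) fell short with Cy3 arrays (-0.92, adjusted p = 0.094), the same strain (-1.37, 0.084), the trend (-1.37, 0.073) and all other experiments (-0.995, 0.680), which then include the gcn2Δ Arg culture. With a culture left out it lay between -1.41 and -1.34. The wild-type mean (-0.21) was 0.17 with all other experiments. The 3 calls in the gcn2Δ culture became 1 with Cy3 arrays, 21 with Cy5 arrays and 0 with all other experiments.

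In the wild-type His culture at 15 min the count of 0 became 1 with trimmed-mean centring, Cy3 arrays, the trend, or without the gcn2Δ Arg with ornithine culture; with cultures left out it lay between 0 and 1. In the gcn2Δ Leu culture at 45 min the count of 1 became 3 with Cy3 arrays and 0 with Cy5 arrays, where Leu-12 was at 0.00527, 0 with the same strain, and 0 without the gcn2Δ Arg culture; it lay between 0 and 1 with cultures left out. In the wild-type Leu culture at 120 min the count of 0 became 2 with Cy3 arrays and 1 with the Leu Cy5 arrays turned, which is Leu-12 (log2 charging change -0.62). The strain difference gave 1 to 3 calls for Trp with 1 experiment left out (3 without Arg), 0 to 3 for Trp/Phe/Tyr (3 without Arg with ornithine) and 0 to 5 for Arg in place of 4 (0 without Trp, at a smallest adjusted p of 0.05001, and 0 without Trp/Phe/Tyr, at 0.058).

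Not run were the mean of the strain's references as reference, the correction of abundance by the reference-against-itself array, and the baseline comparison with all its alternatives, because every value of those arrays is exactly 1. The filter on missing probes was not run because no value was missing. No paired analysis was possible because no condition has replicate cultures with numbers that pair them; the strain difference sets the strains of 1 experiment against each other. Signal over background was not analysed here, so that its limit on weak probes is unknown; the SD over probes of the difference between the arrays of a pair, with a median of 0.31, limits changes on single cultures.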

Differences from the paper's values

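Relative charging of tRNATrp in the wild-type strain at 60 min of Trp depletion was 0.807, while the paper's value is about 0.53 in Fig. 2A, read by eye. Of the alternatives set before the data were examined, the arrays with total tRNA in Cy5 alone, at 0.715, came within 1.5 times of the paper's value, and Cy3 arrays alone (0.911), no centring (0.805) and trimmed-mean centring (0.796) did not; the choices of comparison cultures and variance moderation leave this value as it is. In the gcn2Δ strain at 60 min it was 0.0704, while the paper's value is about 0.13 in Fig. 2A, read by eye. No alternative set before the data were examined came within 1.5 times of that figure value (0.0695 to 0.0713). The paper's text, however, states a 10-fold decline in this strain, and the 14.2-fold found here is within 1.5 times of it. The paper's figure error bars are of a kind its text does not name.

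The paper states that Glu, Asp, Lys and Tyr tRNAs were less charged in the gcn2Δ strain on Arg depletion. All 5 probes were lower at both times, but none passed the threshold. At 15 min Glu-3 was called with comparison cultures of the same strain (adjusted p = 0.018 from limma), with all other experiments (0.049) and without the wild-type Trp culture (0.011), Asp-3 with Cy5 arrays alone (0.013) and the same strain (0.041), and Lys-4 with Cy5 arrays alone (0.025). No setting called Tyr-3 or Lys-3, or any of the 5 at 60 min. The paper states that all 4 Arg tRNAs fell at 15 min, where Arg-11 and Arg-12 were not called. Arg-11 was called with Cy5 arrays alone (adjusted p = 0.0023 from limma), the same strain (0.027), all other experiments (0.041), without the wild-type Trp culture (0.011) and with the Trp Cy5 arrays left as deposited (0.047), a setting chosen after seeing the values that drops all 3 calls of tRNATrp on Trp depletion. Arg-12 was called with Cy5 arrays alone (0.0070) and without the wild-type His culture (0.028). With ornithine at 60 min, Arg-12 was called only with Cy5 arrays alone (0.031).

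The paper states that initiator Met tRNA charging fell selectively in the gcn2Δ strain on Trp depletion. Met-6 at 60 min was not called (adjusted p = 0.121 from limma); Cy3 arrays alone (0.0047) and the comparison without the gcn2Δ Arg with ornithine culture (0.0093) called it. In the wild type it fell at 15 min as well (-0.73), and the strain difference at 60 min had an adjusted p of 0.282.

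The paper states that Trp/Phe/Tyr depletion left tRNATrp charging high and lowered Phe and Tyr charging modestly in the gcn2Δ strain. At 60 min tRNATrp fell further on average (-0.46) than tRNATyr (-0.18), and tRNAPhe fell by 0.59. The order of tRNATrp and tRNATyr held on the Cy5 array (-0.58 and 0.04) but not on the Cy3 array (-0.33 and -0.41). At 15 min tRNATyr was the lower of these (-0.64 against -0.08). None of the 3 tRNAs was called in the gcn2Δ strain under any setting. In the wild-type strain at 60 min Phe-3 was called with the same strain (adjusted p = 0.029 from limma) and the variance trend (0.035), and Tyr-3 with the same strain (0.015).

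The paper states that Leu depletion changed the charging of no tRNA, while Leu-12 was called in the gcn2Δ culture at 45 min (-0.51); it was not called with Cy5 arrays alone, with the same strain, or without the gcn2Δ Arg culture. With the Leu Cy5 arrays turned, a setting chosen after seeing the values, Leu-12 was also called in the wild-type culture at 120 min (-0.62, adjusted p = 0.0041 from limma). Fig. 2B shows Pro tRNAs near the reference level in the gcn2Δ strain at 60 min of Trp depletion, while Pro-5 was at -1.78; with Cy3 arrays alone or all other experiments compared it was not called, and with the Trp Cy5 arrays as deposited, a setting chosen after seeing the values, it was 0.27 above the comparison cultures.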

Other observations

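The tests below of dye bias, of shared variation and of probe variability were chosen only after the results were seen.

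At 15 min of Trp depletion the changes of tRNATrp in the strains were alike. On the arrays with total tRNA in Cy3, which were not turned, it was at -0.94 in the gcn2Δ and -0.98 in the wild-type strain, and in 22 cultures of the other experiments it lay between -0.33 and 0.45 on such arrays, which argues against dye bias of the probe. With these arrays alone neither fall was called by limma (adjusted p = 0.198 and 0.163).

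The tRNAs of Glu, Asp, Lys and Tyr fell together in the gcn2Δ strain on Arg depletion, with a mean of -0.84 at 15 min and -0.71 at 60 min over their 5 probes. A candidate explanation is a variation that these tRNAs share between cultures in any medium. Over 11 other cultures at 60 or 120 min, their mean pairwise Pearson correlation was 0.48, at percentile 99.8 of 10000 random sets of 5 probes, whose median was -0.04. With 1 culture left out it lay between 0.43, without the wild-type Trp/Phe/Tyr culture, whose medium lacks Tyr, and 0.58. Without that culture and the gcn2Δ His culture, the farthest from the median, it was 0.36 (n = 9). Over 9 cultures at 15 min it was 0.52, at percentile 99.3, and between 0.38 and 0.65 with 1 left out. Probes are not independent replicates, and part of the correlation of 5 probes can come from any shared property of the probes. The 5-probe mean of the gcn2Δ Arg culture at 60 min was the lowest of 12 late cultures, the others averaging -0.10 with an SD of 0.23 (exact permutation test, p = 0.0833, the smallest that 1 against 11 allows). Shared variation would not by itself account for the lowest values lying in the gcn2Δ Arg cultures, and an effect of Arg depletion stays open.

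Met-6 ranked 4 of 41 in its SD over 20 cultures of the other experiments, and the 3 above it are Arg probes, which carry the Arg depletions. Its range there was -0.96 to 1.48. The low end, in the gcn2Δ culture at 60 min of Arg depletion with ornithine, averages -0.17 with total tRNA in Cy3 and -1.75 with it in Cy5. A single array in another medium was thus below -1.68. As an average, the -1.68 of the gcn2Δ culture at 60 min of Trp depletion lies outside the range, which argues against a probe that varies whatever the medium. In size the value exceeds the largest change there, the rise to 1.48, by less than the SD of 0.59. After -0.96 the next lowest average there was -0.34, in the gcn2Δ culture at 45 min of Leu depletion. A variable probe is not excluded and cannot be told apart from an effect of the depletion, because Met-6 rose elsewhere by nearly as much, though no average fell as far. Dye bias stays open as well: with total tRNA in Cy3, where the array was not turned, Met-6 was at -1.84, and on the Cy3 arrays of 22 cultures of the other experiments it lay between -0.44 and 1.75.

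In the wild-type culture at 15 min of His depletion Met-6 rose to 1.48 and Pro-5 to 1.27, and in the single array of the wild-type culture at 15 min of Trp/Phe/Tyr depletion Met-6 was also at 1.48. The paper does not discuss these values, and no explanation for them was tested.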
